A study of Mus musculus with 2 samples. Its data were reported in "Transcriptional and epigenetic decoding of the microglial aging process" (2023).

How the data were processed

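Single-cell RNA-seq was performed on brain tissue without cerebellum from wild-type female mice aged 3 or 24 months. Per the labels, the tissue was digested with papain, passed over a 37% Percoll gradient that removes myelin and debris, stained for CD45, CD11b and 7-AAD (a dye that enters dead cells), and loaded on a droplet system with 3′ capture chemistry. The study's methods state that 7-AAD-negative cells were collected for these libraries. There was 1 library per age, and the barcodes carry no record of the mouse a cell came from.

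The authors deposited, for each library, a matrix of raw counts: whole numbers of unique molecular identifiers (UMIs) for 27998 genes in each cell barcode, with no normalization. The submitters' processing notes name Cell Ranger, the mm10 genome and Seurat 3.2.0. Cell Ranger aligned the reads, called barcodes that hold cells and counted UMIs per gene. The version of Cell Ranger used for these libraries and the annotation release are not given in the sources used here. Seurat entered after the deposited counts and left no trace in them.

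The filter stated in the study's methods was applied: barcodes with 200 to 4000 detected genes and at most 5% mitochondrial UMIs were kept, and red blood cells were then removed as the clusters of a first pass named for that class by the rule below. Counts of each cell were scaled to 10000, log-transformed, reduced to 2000 variable genes and 50 principal components without integration of the libraries, and grouped with the Leiden algorithm at resolution 1 on a graph of 15 neighbours (scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, Python 3.11.15, matplotlib 3.10.9). A cluster whose 20 leading genes held markers of more than 1 class was split again at resolution 0.5 on 20 components. Clusters were named by marker genes fixed before the data were examined, as were the gene lists, the rule for named genes, the design and 12 alternatives. The markers missing from the matrices were Trac, Trbc1, Trbc2, Ighm, Ighd, Igkc, Iglc2, Iglc3 and 2900040C04Rik, and the list genes missing were Clec7a, Selenow, Ints6l and Itprid2. Names are written as X-like, since they rest on markers alone. Each cluster took the class with the highest mean marker level. It stayed unnamed when fewer than 3 of that class's markers were detected in 25% of its cells, when its 10 leading genes held more markers of another class, or when a second class scored at least 0.8 of the first. The 0.8 limit and the number of leading genes were set after the data had been seen, as was the minimum of 3 counted members for a list to be described. They left 343 cells of the 3-month library (6.52%) and 236 of the 24-month library (6.33%) without a name.

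No doublet caller was used in the main analysis, because the study's methods state none for brain cells. Scrublet, run per library as an alternative, called 156 of 5333 cells (2.93%) in the 3-month library and 19 of 3766 (0.505%) in the 24-month library, with score thresholds of 0.228 and 0.413. Of the called cells, 58 and 13 lay in unnamed clusters. So few calls in the 24-month library mean that doublets there were hardly tested.

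With 1 library per age there is no test between ages, and no p-value is given. Shares of cells carry exact Clopper-Pearson 95% intervals. UMIs were summed over the cells of a class and library and divided by the class total (CPM, per 10⁶ UMIs). The log2 ratio of the 24-month to the 3-month value carries a 95% interval from the exact conditional binomial distribution of the 2 counts, and sums of UMIs carry exact Poisson intervals. All intervals cover counting error only and say nothing of the difference between mice or preparations. Those of ratios and UMI sums treat each UMI as independent and leave out variation between cells. They are too narrow for genes whose UMIs sit in few cells, such as Gzma. In the 3-month library its 153 UMIs lay in 17.0% of 53 T/NK-cell-like cells. A count of 0 was replaced by a floor of 3 counts, and the ratio is then a bound. Ratios were computed in the 7 classes with at least 50 cells in each library. Microglia-, astrocyte- and endothelial-cell-like cells were the 3 main classes, as in the study.

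In each main class, genes were named if at least 10% of the class's cells held a UMI in either library, at least 50 UMIs were counted over both libraries and the interval excluded equality. Own-class genes are those whose level in the library where they are higher reaches 0.2 of the highest level of any class with 50 or more cells there. The condition cannot flag RNA of cells that were removed or number under 50 in that library. These include red blood, neutrophil- and monocyte-like cells in both libraries and border-associated-macrophage-like cells in the older library. In astrocyte-like cells 8 of 9 neutrophil and 6 of 6 red blood cell markers pass it. S100a8, Hbb-bt, Hba-a1, Hba-a2 and Ms4a7 are thus called own-class without a comparison with such cells. The 10 own-class genes with the highest ratio and the 10 with the lowest were selected, of which a few are left out of the text, then the 5 highest and 5 lowest of the genes whose level is far higher in another class. In the other classes the 3 highest and 3 lowest own-class genes are named. Up to 4 members of each list described are named, with all members of the lists the study named. The 30 lists cover antigen presentation, interferon response, complement, stress, metabolism, vascular function, glial states and signalling. A list's value is the median log2 ratio of its members with at least 20 UMIs. It is set beside the medians of 10000 random lists of the same size matched on mean expression, as a description of these libraries. A member counts as higher or lower when it differs by at least 1.5-fold with an interval that excludes equality. The P-ADEM and N-ADEM lists (genes higher or lower in aged female microglia) come from other libraries of the study, while 3 lists of genes were named by the study from these same libraries. The copies of P-ADEM and N-ADEM used here hold 51 and 15 genes and are not complete. Fth1, Hfe and Tlr7 are not in the copy of N-ADEM. The study's text gives them among genes lower with age in female and male microglia together, so not all need belong to the female list. The astrocyte list joins genes named as higher with barrier genes named as unaltered. Markers of each class were also read in every other class.

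Places of genes are given on GRCm38 (mm10) from GENCODE vM21, in which 284 of the 285 named genes were found by identifier. Of these, 20 overlap another gene on the same strand and 96 a gene on the other strand. Members of near-identical families (H2-Q6 and H2-Q7, Hba-a1 and Hba-a2, Hspa1a and Hspa1b) share reads that counting may have split between them, and their single values are uncertain for that reason.

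Shares of cells with a UMI were compared after each cell was thinned to 1000 UMIs in 1 random draw, while ratios from thinned cells are the mean over all draws. This left out 29 and 5 microglia-like, 138 and 29 astrocyte-like and 88 and 11 endothelial-cell-like cells of the 3- and 24-month libraries. The ratio, interval and list steps were tested on simulated counts in which 200 genes were given known fold changes. Intervals held the true ratio for 95.9% of 10016 genes in astrocyte-like cells, 96.2% of 6187 in endothelial-cell-like cells and 96.1% of 6238 in microglia-like cells. These values bear on counting error and not on variation between cells. Genes doubled in the simulation were recovered in 100%, 98% and 98% of cases, and halved genes in 94%, 84% and 80%. The alternatives changed the mitochondrial filter, the gene limit, the treatment of doublets, the number of components, the resolution, the assignment of classes, the scaling, the weight of deep cells, the depth and the limits for list members. A further 6 alternatives were chosen after seeing the data.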

Results

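Transcripts of single brain cells were counted in 1 library from 3-month-old and 1 from 24-month-old wild-type female mice, to ask how the cell types of the brain and their gene expression differ with age. The files held 7659 barcodes with 16861865 UMIs in the 3-month library and 6621 barcodes with 14481406 UMIs in the 24-month library, 14280 barcodes in all. The filter left 5333 and 3766 barcodes, 9099 in all, of which 72 and 36 were red blood cells. The 5261 and 3730 cells kept (8991 in all) held 11947706 and 8483976 UMIs, with medians of 1804 and 1795.5 UMIs and 925 and 980 genes per cell. The 5% limit on mitochondrial UMIs removed 2258 barcodes (29.5%) of the 3-month library and 2819 (42.6%) of the 24-month library. Without replicates, each difference given here is between these 2 libraries, and its interval covers counting error only.

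In percentage points and with the 5% mitochondrial limit, the shares that differed most were those of endothelial-cell-, microglia- and T/NK-cell-like cells. With a limit of 10%, smooth-muscle-cell-like cells differed most (9.43% at 3 months and 18.4% at 24 months). The shares given next are for the 5% limit. Astrocyte-like cells were the largest class at both ages, with 49.6% (95% interval 48.2 to 50.9) at 3 months and 49.5% (47.8 to 51.1) at 24 months. Endothelial-cell-like cells, which line the vessels, made up 15.7% (14.7 to 16.7) and 21.6% (20.2 to 22.9), a ratio of 1.37. Microglia-like cells, the resident immune cells of the brain, made up 12.6% (11.7 to 13.5) and 7.48% (6.66 to 8.37), a ratio of 0.594. T/NK-cell-like cells, lymphocytes that are rare in the young brain, made up 1.01% (0.756 to 1.32) and 4.16% (3.54 to 4.85), a ratio of 4.12. Immature-neuron-like cells, which express Dcx and Sox11, made up 3.06% (2.61 to 3.56) and 0.831% (0.565 to 1.18), a ratio of 0.272.

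Smaller classes differed as well. Proliferating-cell-like cells numbered 36 and 2, oligodendrocyte-like cells 48 and 7, neutrophil-like cells 33 and 6, and B-cell-like cells 28 and 6, all lower as a share in the 24-month library. Leptomeningeal-cell-like cells were 1.84% and 2.76% (interval of the ratio 1.12 to 2.00). Choroid-plexus-cell-like cells were 1.44% and 1.55%, pericyte-like cells 1.18% and 1.501%, monocyte-like cells 0.551% and 0.536%, ependymal-cell-like cells 0.437% and 0.349%, and olfactory-ensheathing-glia-like cells 0.190% and 0.214%, with ratios whose intervals include 1. The share of border-associated-macrophage-like cells was 2.74% and 0.804%, a ratio of 0.294 that moved to 0.687 when each cell took its class from its own markers. Smooth-muscle-cell-like cells were 0.399% and 1.90%, a ratio of 4.77 that moved to 1.95 with a mitochondrial limit of 10%, where they numbered 688 and 1143. Unnamed clusters held 343 (6.52%) and 236 (6.33%) cells. The microglia ratio was 0.508 with 20 components, 0.476 at resolution 2 and 0.510 with the class taken per cell, against 0.595 to 0.614 with other filters, and the share of oligodendrocyte-like cells had a ratio of 0.515 with the 10% limit. Digestion with papain, the Percoll gradient, the 7-AAD sort and the 5% mitochondrial limit all act on which cells are seen, and they can set shares such as the low one of oligodendrocytes. Genes that define the T/NK-cell-like class differed within it (Cd3e 1.08, Klrd1 -0.88 on the log2 scale), so its makeup may have differed as well as its share. T and NK cells were not counted apart within this class. A class found here can differ from the study's because the names were rebuilt from markers.

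**Figure D1:**
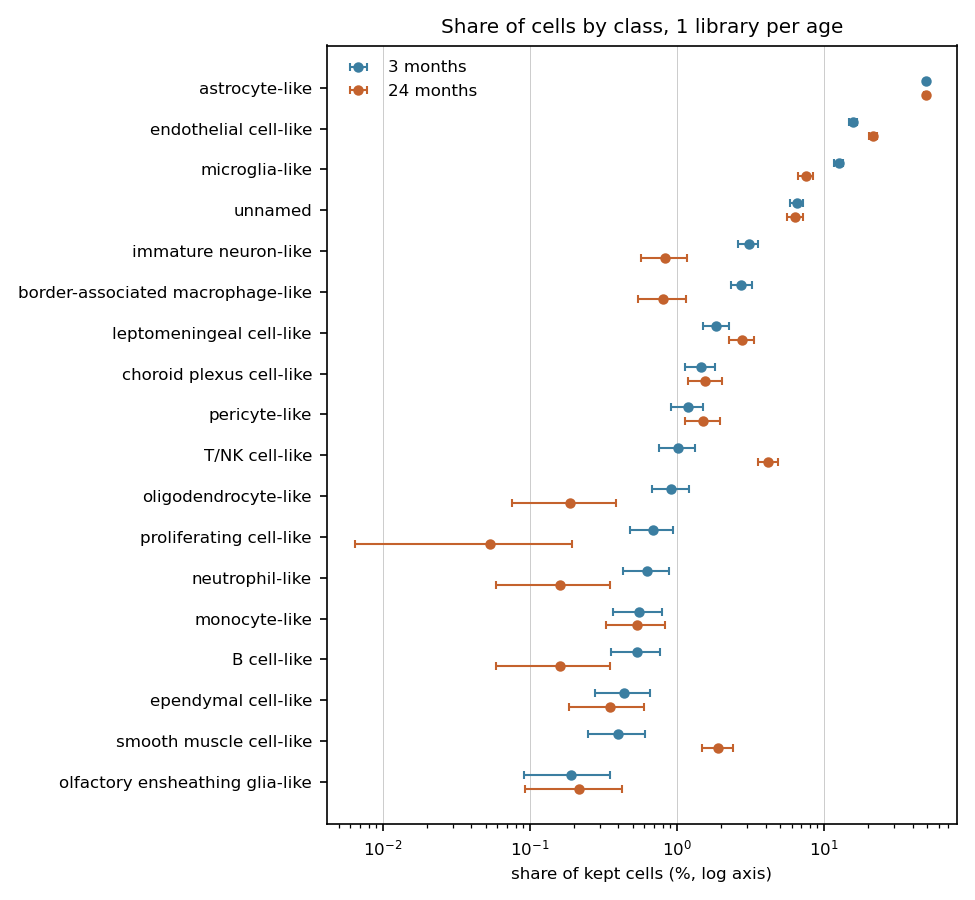
Share of kept cells in each class (log axis, percent) in the 3-month (blue) and 24-month (orange) library, with exact 95% binomial intervals as bars. Microglia-like cells lie at 12.6% and 7.48%, and T/NK-cell-like cells at 1.01% and 4.16%.

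In microglia-like cells (663 and 279 cells, 1878469 and 1095323 UMIs), genes of an activated state were far higher at 24 months and homeostatic genes lower. Spp1, which encodes the secreted protein osteopontin, had 13 UMIs (Poisson 95% interval 6.92 to 22.2) at 3 months and 1206 (1139 to 1276) at 24 months, a log2 ratio of 7.31 (6.53 to 8.23). Cst7, a cathepsin inhibitor, had a log2 ratio of 4.93 (4.23 to 5.73), and Itgax, which encodes the integrin CD11c, one of 4.24 (2.93 to 5.92). P2ry12, a receptor for ADP by which resting microglia sense injury, was lower, with 6356 and 1541 UMIs and a log2 ratio of -1.27 (-1.35 to -1.19). The cells came from different clusters at the 2 ages: cluster c3 held 638 of the 3-month and 175 of the 24-month cells, c6.3 held 12 and 96, and c6.6 held 13 and 8. Lpl, Cst7, Itgax, Ch25h and Spp1 are among the leading genes of c6.3, whose median depth was 4399 and 6300.5 UMIs, and doublets were not removed from it.

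Among own-class genes of microglia-like cells that pass the rule for named genes (UMIs in 10% of cells at either age, 50 UMIs in all, interval without equality), the highest ratios also included those of Ch25h, a cholesterol hydroxylase with 1 and 74 UMIs (6.99, interval 4.46 to 12.31), Hcar2 (3.69), Lilrb4a (3.60), Cox6a2 (3.42), the galectin gene Lgals3 (3.26), Ms4a7 (3.24) and the growth factor gene Igf1 (3.23). The lowest of them were those of Cd27 (-1.61), Stard5 (-1.38), Fbxl5 (-1.35), Cnot3 (-1.32), the haemoglobin gene Hba-a2 (-1.29), Hnmt (-1.27), Gmpr (-1.23), Sema4b (-1.21) and Gm43603 (-1.20). Under the same rule, genes that belong to other classes gave the highest ratios in Nkg7 (5.26) and Ccl5 (4.64) of T/NK cells, Bcl2 (2.32), Lgals1 (2.23) and Tagln (2.18), and the lowest in Stmn1 (-0.91), Klhdc2 (-0.91), Fabp7 (-0.89), Sox4 (-0.86) and Rtn1 (-0.76). Alternatives moved several of these ratios by over 1.5-fold. The class per cell gave Spp1 5.83, Ms4a7 1.27, Ccl5 3.69 and Stard5 -0.76, the 10% limit gave Tagln 0.99 and Fbxl5 -0.75, and 20 components gave Lgals1 1.48. The largest cluster gave Lilrb4a 1.99, Cox6a2 2.31, Lgals3 2.07, Igf1 2.31 and Ccl5 2.67. Spp1 lies on chromosome 5 (104435118 to 104441050), Cst7 on chromosome 2 (150570415 to 150578944) and P2ry12 on chromosome 3 (59216272 to 59262871), the last within Med12l on the other strand. After thinning to 1000 UMIs, Spp1 was found in 0.631% of the microglia-like cells at 3 months and 16.8% at 24 months (1.36% and 31.2% unthinned), against 0.445% and 4.02% of astrocyte-like cells (0.805% and 8.56% unthinned). Median depths were 2506 and 3010 UMIs in microglia-like and 1755 and 1737 in astrocyte-like cells.

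Of 17 genes of microglial homeostasis, 12 were lower and 0 higher, with a median of -0.76 (interval -0.80 to -0.70), below all 10000 random lists. Fcrls (-1.11), Tmem119 (-0.98) and P2ry13 (-0.90) followed P2ry12. Of 30 genes of disease-associated microglia, a state known from models of neurodegeneration, 22 were higher and 0 lower (median 1.40, interval 1.22 to 1.55). Of 16 inflammatory cytokines and NF-kB targets, 14 were higher and Il6 was lower (median 1.61), with Cxcl2 at 3.22, Il1b at 3.08 and Tnf at 2.45. The study's discussion cites work in which enzymatic digestion may reactivate microglia outside the brain. Whether handling contributed to these cytokine ratios was not tested. Of 7 genes of MHC class II presentation, which display antigen to helper T cells, 4 were higher (median 2.47): H2-Aa 2.95, H2-Eb1 2.86, H2-Ab1 2.71 and Cd74 2.47. Of 14 genes of MHC class I presentation 9 were higher (median 0.74), with H2-Q6 at 2.70, H2-Q7 at 2.34, H2-T22 at 1.34 and H2-D1 at 1.18, and of 28 interferon-response genes 17 were higher (0.91), with Ifi27l2a at 2.54, Zbp1 at 2.36, Ifi204 at 2.13 and Usp18 at 2.13. None of either list was lower.

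The P-ADEM list holds genes higher in aged microglia of other libraries, and the copy used here (51 genes) is not complete. Of its 47 counted members 36 were higher and 0 lower (median 1.02, interval 0.93 to 1.26). Cxcl13 had 0 and 59 UMIs, a log2 ratio of at least 5.08 against the floor, and Cd3g, a T-cell gene, had 1 and 31 (5.73, interval 3.15 to 11.08). Of 12 genes of the opposite list (N-ADEM, also incomplete) 4 were lower and 0 higher (median -0.56), namely Arhgap27 (-1.25), Fcrls, Chst7 (-0.81) and Sparc (-0.75). The study's text names Fth1, Hfe and Tlr7 for the female and male lists together, and they are not in this copy. Looked up after the other values were seen, they were at 1.23, -0.27 and 0.083. Markers of border-associated macrophages (median 1.61), monocytes (1.85), T/NK cells (4.91) and smooth muscle cells (1.21) were higher in the same cells. In the largest microglia cluster alone, an alternative chosen after seeing the data, the medians were -0.50 for homeostasis, 0.63 for disease-associated microglia, 0.72 for cytokines, 0.79 for P-ADEM and 0.27 for MHC class II. There Spp1 was at 4.62, Cst7 at 4.10, Itgax at 2.48 and Ms4a7 at 0.55, while H2-Aa (-0.19), H2-Eb1 (-0.98) and Il1b (-1.01) turned lower, and markers of border-associated macrophages gave -0.31. With 20 principal components the MHC class II median was 0.81 and with the class taken per cell 1.05, and thinning to 1000 UMIs brought the median of cytokines to 1.20.

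In microglia-like cells immediate-early genes, transcription factors switched on within minutes of a stimulus, had a median of 0.60 with 13 of 25 higher, led by Maff (2.14), Nr4a1 (1.42), Ier3 (1.24) and Csrnp1 (1.16). The 81 ribosomal protein genes had a median of 0.54 with 35 higher, and Rpl12 (0.96), Rpl22l1 (0.86), Rps12 (0.84) and Rpl10a (0.83) led. Genes of a senescence-associated secretory phenotype gave 0.75, with 9 of 15 higher and Plaur (2.30) beside Cxcl2 and Il1b. Glycolysis gave 0.45 with 3 of 15 higher and Hk2 lower (-0.63). Iron handling gave 0.12 with 4 of 12 higher, among them Fth1 (1.23), Hmox1 (1.00) and Cp (1.69), and with Slc40a1 lower. Complement gave -0.23, where C4b was higher (2.56) and C1qc was at -0.35. Heat shock and chaperone genes (-0.19, Pdia6 at -0.91), cholesterol synthesis (0.07), the respiratory chain from nuclear genes (0.12), mitochondrially encoded genes (0.28), and ligands and receptors of TNF (-0.05), TGF-beta (-0.01), PDGF (0.50) and VEGF (0.45) gave the medians in brackets. Barrier genes gave 0.04, vascular inflammation 0.76 with Vcam1 at 2.57, reactive astrocyte genes 0.70, and the 2 astrocyte sets of the study -0.09 and -0.16, though Apoe of the first was at 2.59. Tnf itself was at 2.45 and its receptor gene Tnfrsf21 at -0.95.

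In astrocyte-like cells (2608 and 1845 cells, 5190376 and 3537693 UMIs), the complement gene C4b and interferon-response genes were higher at 24 months, while most astrocyte markers differed little. C4b had 77 UMIs (60.8 to 96.2) and 226 (197 to 257), a log2 ratio of 2.11 (1.73 to 2.499), and after thinning it was found in 1.58% and 6.44% of cells (2.61% and 10.3% unthinned), against 0.473% and 2.55% of microglia-like cells (1.21% and 9.68% unthinned). Of 30 interferon-response genes 25 were higher and 0 lower (median 1.57, interval 1.29 to 1.74, above all 10000 random lists), led by Ifit1 (3.51), Usp18 (2.80), Isg15 (2.48) and Rsad2 (2.31). The 14 of them that pass the own-class condition had a median of 1.09. Fabp7, a fatty-acid-binding protein of radial glia and immature astrocytes, was lower, with 3271 and 1115 UMIs (interval of the log2 ratio -1.10 to -0.90). The median of all genes in this class was 0.15, and median-of-ratios scaling shifted each ratio by -0.17. The same scaling shifted ratios by 0.17 in T/NK-cell-like and -0.23 in choroid-plexus-cell-like cells, and leaving out large gene families shifted them by -0.10 in pericyte-like cells.

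Among own-class genes of astrocyte-like cells that pass the rule for named genes, the highest ratios were, after C4b, those of the cold-inducible genes Cirbp (1.19) and Rbm3 (1.04), Lgals3bp (1.15), Taf10 (1.04), Gm10116 (1.04), Ifi27 (1.04), the protease gene Ide (1.01), PISD (0.99) and the laminin gene Lamb2 (0.95). Among the lowest of them were those of the neutrophil gene S100a8 (-1.57), Cd27 (-1.25), the chaperone gene Sdf2l1 (-1.09), Them4 (-1.03), Hist3h2a (-1.01), the haemoglobin gene Hbb-bt (-0.90), Arxes1 (-0.85) and Cit (-0.84). The mix of clusters differed between the libraries, with 960 and 906 cells in c0, 575 and 223 in c2.1 and 212 and 105 in c2.2, and Cit is among the leading genes of c2.2, so its ratio need not be a difference within a cluster. Among genes of other classes that pass it, Sncg (2.29), Ifitm3 (1.91), Ttr (1.82), Tpm2 (1.75) and Ly6a (1.70) were highest and Selplg (-1.05), Cx3cr1 (-0.91), Gm10076 (-0.74), P2ry12 (-0.73) and Serpinh1 (-0.70) lowest. C4b lies on chromosome 17 (34728380 to 34743882), Ifi27 on chromosome 12 (103434211 to 103440239) and Cirbp on chromosome 10 (80165985 to 80172786).

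Of 24 genes of reactive astrocytes 14 were higher and S100a10 was lower (median 1.04, interval 0.73 to 1.22), with Cxcl10 at 5.36 from 1 and 28 UMIs (2.76 to 10.71), Gbp2 at 2.14 and Aspg at 1.78. Gfap, the usual marker of reactive astrocytes, had a ratio of 0.20 (-0.11 to 0.52). Of 14 genes of MHC class I presentation 10 were higher (median 1.03), with H2-Q6 at 3.06 from 3 and 17 UMIs (1.27 to 5.47), H2-Q7 at 1.87, H2-M3 at 1.55 and Psmb8 at 1.53, but the 3 that pass the own-class condition had a median of 0.44. Of 7 genes of MHC class II presentation 4 were higher (median 0.94), H2-Ab1 at 1.40, H2-Aa at 1.39, H2-Eb1 at 1.16 and Cd74 at 0.94, and 0 of the list pass the own-class condition. After thinning, H2-Aa was found in 1.86% and 4.35% of astrocyte-like cells (3.18% and 7.97% unthinned), against 4.57% and 20.8% of microglia-like cells (8.90% and 31.2% unthinned) and 1.22% and 4.04% of endothelial-cell-like cells (2.18% and 6.59% unthinned). Inflammatory cytokines gave 1.14 with 8 of 12 higher, with Ccl5 at 3.49, Ccl3 at 2.16 and Cxcl16 at 1.40 beside Cxcl10. Only 2 of the 12 pass the own-class condition, and 1 of these was higher (median of the 2 at 2.72). The 4 counted markers of T/NK cells, Ccl5 among them, were all higher in astrocyte-like cells (median 3.55). Relative to the shifted scale the medians were 1.40 for interferon response, 0.88 for reactive astrocytes, 0.86 for MHC class I and 0.77 for MHC class II.

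Interferon-response genes differed most in 1 group of astrocyte-like cells. In cluster c4 (379 and 267 cells), led by Gdf10, A2m, Gria4 and Msx2, the 30 genes had 1.83 and 5.40 UMIs per cell. As a share of all UMIs of the cluster, they had a log2 ratio of 1.78 (1.65 to 1.91). In the other large clusters this ratio was 0.96 (c0), 1.07 (c2.1), 1.12 (c2.2), 0.91 (c5) and 0.62 (c9). Ttr per cell was also highest in c4 at both ages. The median depth of c4 was 3314 and 2621 UMIs, higher than in those clusters. Cluster c4 was labelled Bergmann-glia-like, a type of glia of the cerebellum, although the tissue was described as brain without cerebellum. Whether cerebellum was left in the tissue was not tested. Among the large clusters C4b had the most UMIs per cell in c9, 0.168 and 0.583. A further cluster, c22, is led by the interferon genes themselves (Cxcl10, Ifit3, Usp18, Ifit1 and Isg15) and held 1 and 8 cells, and without it the median of the list was 1.37.

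**Figure D2:**
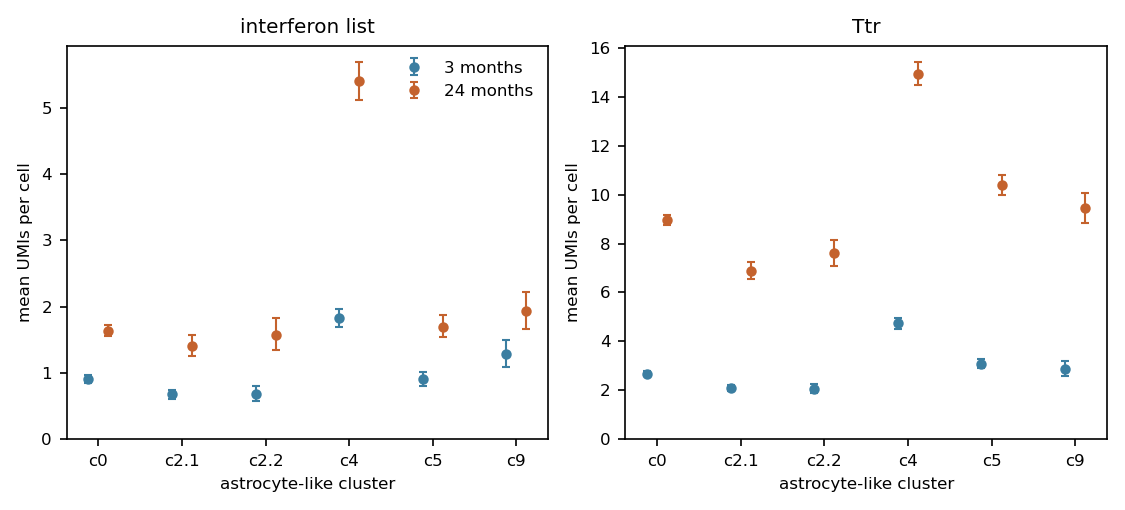
Mean UMIs per cell of the interferon-response list and of Ttr in 6 clusters of astrocyte-like cells at 3 and 24 months. In c4 the interferon list had 1.83 and 5.40 UMIs per cell. Levels are not scaled to depth, and c4 had the highest median depth of the 6 clusters at both ages.

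Heat shock and chaperone genes were lower as a group in astrocyte-like cells (median -0.38, below all 10000 random lists), with 4 of 20 lower, Hspa8 (-0.81), Dnaja1 (-0.77), Hspa5 (-0.73) and Pdia6 (-0.73), and 3 higher. Immediate-early genes had a median of 0.56 with 10 of 23 higher and 0 lower, led by Fosb (1.86), Ier3 (1.47), Klf4 (1.29) and Atf3 (1.23), though the 2 that pass the own-class condition gave 0.21. Markers of smooth muscle cells were higher in 13 of 13 cases (median 1.41), those of endothelial cells in 21 of 32 (0.84) and those of pericytes in 8 of 11 (1.07), while markers of neutrophils (-1.28), oligodendrocytes (-0.62) and microglia (-0.38) were lower. The 34 astrocyte markers had a median of 0.03, which scaling by median of ratios turned to -0.13, and none was higher or lower by 1.5-fold. The gene sets that the study used for its first and second astrocyte populations gave 0.10 and -0.01, and the first turned to -0.06 with that scaling.

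Among other lists in astrocyte-like cells, glycolysis gave 0.31 (Hk1 0.67, Gpi1 0.45, Pfkp 0.45, Pfkl 0.40), ribosomal proteins 0.22, cholesterol synthesis 0.12 (Srebf2 0.49, Dhcr7 0.48), iron handling 0.25 (Hmox1 0.77), the nuclear-encoded respiratory chain 0.09, which the same scaling turned to -0.08, and mitochondrially encoded genes 0.02. Complement genes other than C4b and Cd59a (1.39) did not differ by 1.5-fold, and the list's median was -0.03. Senescence genes gave 0.50 with Igfbp7 (1.41) and Igfbp4 (0.88) higher, vascular inflammation 0.33, barrier genes 0.37 with 9 of 19 higher (Lsr 1.52, Cav1 1.17, Abcb1a 1.01, Slco1a4 1.00) and 1 lower, though the 6 that pass the own-class condition gave 0.05, and ligands and receptors of TNF 0.16, TGF-beta 0.31, PDGF 0.14 (Pdgfa 1.15) and VEGF 0.30 (Flt1 1.25, Vegfb 0.71, Vegfa 0.70). Lists of microglial genes read in these cells gave -0.61 for homeostasis, 0.36 for disease-associated microglia, 0.63 for P-ADEM and 0.09 for N-ADEM.

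**Figure D3:**
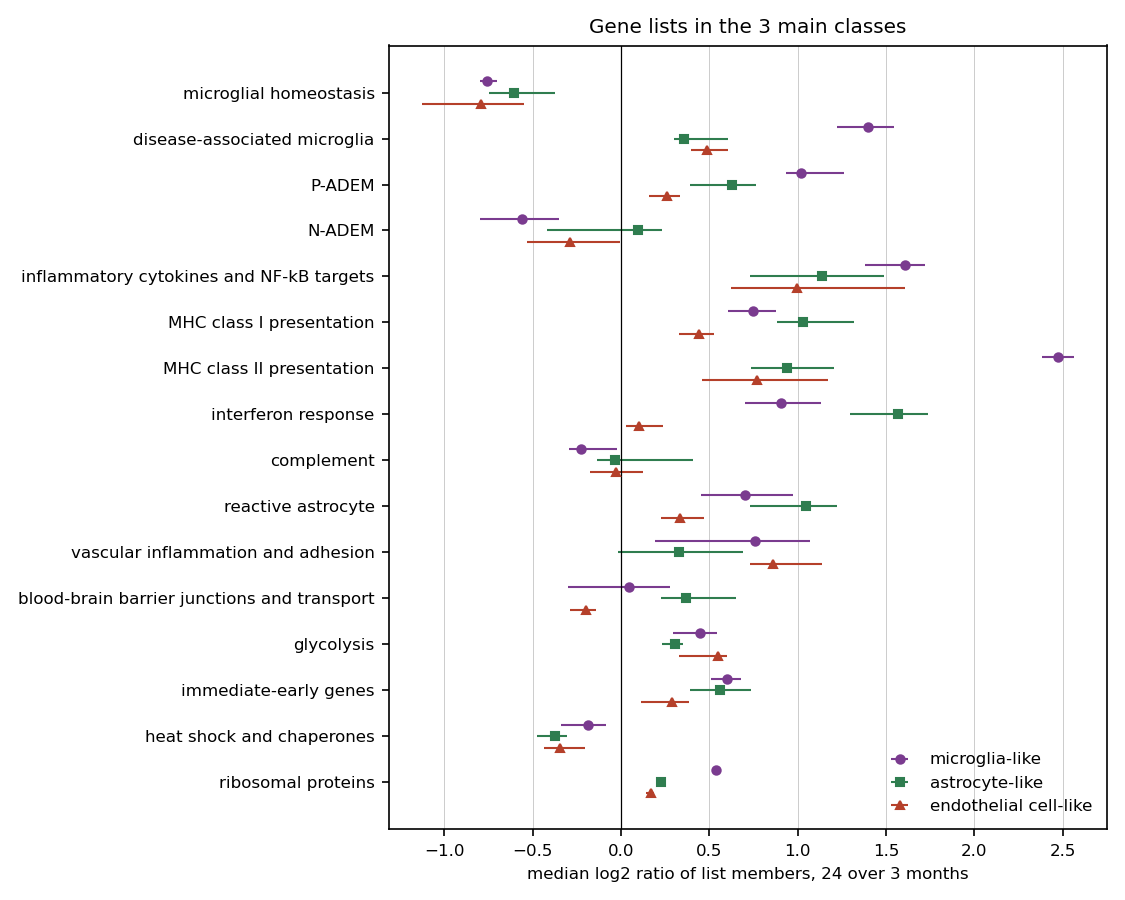
Median log2 ratio (24 over 3 months) of the members of 16 gene lists in microglia-like (circles), astrocyte-like (squares) and endothelial-cell-like cells (triangles), with 95% counting intervals as bars. The interferon list lies at 1.57 in astrocyte-like cells and 0.10 in endothelial-cell-like cells.

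In endothelial-cell-like cells (826 and 804 cells, 1208955 and 1388070 UMIs), genes of vascular inflammation and a minority of those of MHC class I and glycolysis were higher at 24 months. A few genes of the blood-brain barrier list were lower, but Plvap, the lowest of them, was not lower in the largest endothelial cluster. Of 8 genes of vascular inflammation and adhesion 7 were higher and 0 lower (median 0.86, interval 0.73 to 1.14, above all 10000 random lists). They included Lcn2 (3.89, from 5 and 85 UMIs), Ackr1 (0 and 38 UMIs, at least 3.46 against the floor), Vwf, the clotting factor stored by these cells (1.15, 0.87 to 1.44), and Vcam1, to which leukocytes attach (0.87, 0.58 to 1.17). After thinning to 1000 UMIs, the MHC class I gene H2-Q7 was found in 2.17% and 10.3% of cells (3.15% and 15.05% unthinned), against 1.26% and 4.38% of microglia-like cells (2.71% and 14.7% unthinned), with median depths of 1310.5 and 1576.5 UMIs in endothelial-cell-like cells.

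Among own-class genes of endothelial-cell-like cells that pass the rule for named genes, H2-Q7, an MHC class I gene, had the highest ratio (2.07, 1.47 to 2.71), followed by the haemoglobin gene Hba-a1 (1.87), Ankrd37 (1.74), the cold-inducible Cirbp (1.74) and Rbm3 (1.71), Stmn2 (1.60), S100a6 (1.59), Prune2 (1.59), Smad7 (1.57), an inhibitor of TGF-beta signalling, and Fosb (1.53). Hba-a1 turned to -0.44 when each cell took its class from its own markers, and Prune2 was at 2.66 in the largest endothelial cluster. Among the lowest of them were S100a8 (-1.87), Ivns1abp (-1.45), 1110034G24Rik (-1.16), Bok (-1.10), the collagen chaperone gene Serpinh1 (-1.07), Brd7 (-1.05), Prpf4b (-0.97), and the carbonic anhydrase genes Car5a (-0.92) and Car4 (-0.91). Under the same rule, genes of other classes were highest in Sncg (2.00), Ttr (1.65), Tagln (1.37), Myl9 (1.31) and Tpm2 (1.31) and lowest in Cx3cr1 (-1.36), Rtn1 (-1.05), Cnp (-0.68), Tuba1a (-0.63) and Cdk4 (-0.58). H2-Q7 lies on chromosome 17 (35439155 to 35443773) and Rbm3 on chromosome X (8138975 to 8145880).

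Of 19 genes of blood-brain barrier junctions and transport 3 were lower and 0 higher (median -0.20, interval -0.29 to -0.14, percentile 0.135 among random lists): Plvap (-1.21), the amino acid transporter gene Slc7a5 (-0.80) and the efflux transporter gene Abcg2 (-0.59), while Mfsd2a was at -0.50. In the largest endothelial cluster alone (731 and 704 cells), an alternative added after seeing the data, Plvap was at 0.40. Plvap is among the leading genes of cluster c17.1, which held 48 and 23 cells. Its ratio in the whole class need not be a difference within a cluster. Of 13 glycolysis genes 2 were higher (median 0.55, interval 0.33 to 0.60), Tpi1 (0.76) and Ldha (0.72), with Aldoa (0.58) and Pfkl (0.56) just under 1.5-fold. Of 14 genes of MHC class I presentation 5 were higher and 0 lower (median 0.44), with H2-Q6 at 2.65 and Psmb9 at 0.92, while Tap1 (0.72, -0.12 to 1.61) was not among them. The interferon list had a median of 0.10, and 1 of its 33 members, Ifi27l2a (1.03), was higher. MHC class II genes gave 0.77 with 4 of 6 higher (H2-Aa 1.41, H2-Eb1 1.02, H2-Ab1 0.86, Cd74 0.68), and 0 of them pass the own-class condition. Heat shock genes had a median of -0.35 with 4 of 20 lower, including Hsp90ab1 (-0.84) and Hsph1 (-1.06), though Hspa1a (1.29) and Hspa1b (1.15) were higher.

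Immediate-early genes in endothelial-cell-like cells had a median of 0.29, with 4 of 23 higher, including Ier3 (1.46) and Fos (0.99), and Fosl2 lower (-0.70). Markers of smooth muscle cells were higher in 12 of 13 cases (median 1.23), and markers of microglia (-0.41) and neutrophils (-1.20) were lower. Other lists gave 0.17 for ribosomal proteins, 0.08 for the nuclear-encoded respiratory chain, 0.14 for mitochondrially encoded genes, 0.02 for cholesterol synthesis, 0.01 for iron handling, 0.09 for senescence genes (Timp2 1.51, Cdkn2b -0.87, Igfbp3 -0.70, the last at 0.34 in the largest cluster), -0.03 for complement, 0.33 for reactive astrocyte genes and 0.99 for cytokines. Ligands and receptors of TNF gave 0.03, TGF-beta -0.06, PDGF -0.25 and VEGF 0.04, with Vegfa at 1.28 and its receptor genes Nrp1 at -0.61 and Kdr at -0.41. Microglial lists read in these cells gave -0.79 for homeostasis, 0.48 for disease-associated microglia, 0.26 for P-ADEM and -0.29 for N-ADEM, and the 2 astrocyte sets gave 0.19 and -0.17.

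The genes that the study named from these same libraries are not independent evidence of a direction. Of 7 genes it named as higher in aged brain cells, 7 were higher in microglia-like (median 1.26), 6 in astrocyte-like (1.36) and 5 in endothelial-cell-like cells (0.87). Of those that pass the own-class condition, 3 of 3 were higher in microglia-like (0.86), 0 of 1 in astrocyte-like (0.16) and 2 of 4 in endothelial-cell-like cells (0.59). In endothelial-cell-like cells their ratios were Ttr 1.65, Crip1 1.05, Mgp 0.92, Vcam1 0.87, Tspo 0.65, Ly6a 0.53 and B2m 0.42. In astrocyte-like cells Vcam1 was at 0.16, which median-of-ratios scaling turned to -0.0037. Of 14 genes named for endothelial cells 9 were higher there and Hsp90ab1 was lower (median 0.70), with Alpl 1.20, Vwf 1.15, Fos 0.99, Edn1 0.85, Cd200 0.61, Pkm 0.55 and Jun 0.55. For astrocytes the study named immune genes as higher and barrier genes as unaltered, so the median of that list mixes 2 opposite statements and is not used. The study printed the barrier genes as Occludin, Claudins and Cx4. Reading the claudins as Cldn10 and Cldn12, and Cx4 as Gja1, was a choice made here. In astrocyte-like cells all of the immune genes were higher, with H2-D1 at 1.06 and B2m at 0.92, but C4b alone of them passes the own-class condition. Of the barrier genes Ocln, which fails this condition and has its highest level in endothelial-cell-like cells, was at 0.65 (0.02 to 1.28) and under 1.5-fold with median-of-ratios scaling (0.48), and Cldn10 (0.03), Cldn12 (0.36) and Gja1 (-0.11) did not differ by 1.5-fold. Other claudins, looked up after these values were seen, went both ways in astrocyte-like cells: Cldn5 (0.84) and Cldn11 (-1.14), which fail the own-class condition, and Cldn34c1 (0.78, from 36 and 42 UMIs).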

Values the study reported

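The study reported 9,088 brain cells from both ages after low-quality cells and red blood cells had been removed. Cells with more than 4,000 or fewer than 200 detected genes, or with over 5% mitochondrial genes, were discarded. It assigned the cells to 15 populations. For female microglia it counted 57 P-ADEM and 16 N-ADEM genes. For signalling between cells it listed 29 ligand-receptor pairs that depended on age by CellPhoneDB, and 13 interactions by CellChat.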

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

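With 1 library per age there was no replicate to leave out, and all intervals reflect counting only. Depth limits rare genes: a median of 1804 and 1795.5 UMIs per cell leaves most cells without a UMI of a gene such as C4b. Of 6037 log2 ratios under alternatives, 5696 stayed within the counting interval, 322 moved and 19 reversed, and 10 more had no value because a library was left with 0 UMIs of the gene. Of 3002 list medians, 2678 stayed, 299 moved and 25 reversed, and of 132 share ratios, 122 stayed, 10 moved and 0 reversed. The 6 alternatives chosen after seeing the data were the largest microglia cluster, the largest endothelial cluster, astrocytes without the interferon-led cluster, list members that pass the own-class condition, unnamed clusters given their best class, and shares without astrocytes. Some alternatives gave no value for some results: no cluster was named border-associated macrophage with the 10% mitochondrial limit, 2 share ratios had no value with 20 components, and MHC class II had no member that passes the own-class condition in astrocyte- and endothelial-cell-like cells. Except where named, the cause of a difference below was not tested.

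With the mitochondrial limit at 10% the share ratio of astrocytes was 0.901, the microglial median of MHC class II presentation 2.80 and that of complement 0.012. Without an upper gene limit the microglial medians were 2.97 for MHC class II presentation and 1.72 for inflammatory cytokines and NF-kB targets. Without called doublets MHC class II presentation in microglia was 2.21 and markers of dendritic cells -0.035.

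With 20 components the microglia share ratio was 0.508, and microglial medians were 0.81 for MHC class II presentation, -0.62 for microglial homeostasis, 1.14 for inflammatory cytokines and NF-kB targets, 0.82 for P-ADEM and -0.039 for markers of monocytes, while Ccl5 in T/NK cells was -0.022. At resolution 2 the microglia share ratio was 0.476, and microglial medians were 1.92 for MHC class II presentation, -0.64 for microglial homeostasis, 1.58 for disease-associated microglia, 1.29 for inflammatory cytokines and NF-kB targets and -0.50 for markers of dendritic cells.

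With the class taken per cell, the same for 74.5% of named cells, the microglia share ratio was 0.510. Microglial medians were 1.05 for MHC class II presentation, -0.65 for microglial homeostasis, 1.27 for inflammatory cytokines and NF-kB targets, -0.11 for markers of border-associated macrophages and -0.094 for markers of dendritic cells, and Ccl2 was -0.0055. In endothelial cells Hba-a1 was -0.44, markers of red blood cells -0.44 and markers of astrocytes -0.10. Markers of mature neurons in astrocytes were -0.22, Ly6a and Cd3g in T/NK cells -0.31 and -0.031, and Ttr in choroid plexus cells -0.11.

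Median-of-ratios scaling gave -0.0037 for Vcam1, 0.86 for MHC class I presentation, -0.063 for astrocyte population 1 of the study, -0.075 for nuclear-encoded respiratory chain and -0.13 for markers of astrocytes in astrocytes, and -0.21 for Ttr and -0.13 for mitochondrially encoded genes in choroid plexus cells. Leaving abundant gene families out of the total gave -0.052 for markers of astrocytes in astrocytes and -0.019 for mitochondrially encoded genes in pericytes.

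Weighting cells alike gave microglial medians of 2.36 for MHC class II presentation, -0.60 for microglial homeostasis, 1.10 for disease-associated microglia and 1.30 for inflammatory cytokines and NF-kB targets. Thinning to 1000 UMIs gave 2.32 for MHC class II presentation, -0.61 for microglial homeostasis, 0.95 for disease-associated microglia, 1.20 for inflammatory cytokines and NF-kB targets, 0.86 for P-ADEM, -0.31 for markers of dendritic cells and 0.041 for markers of immature neurons in microglia, and -1.31 for C4b in T/NK cells. Members of a list need 20 UMIs after thinning, which left some lists without a value.

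In the largest microglia cluster (638 and 175 cells) values were -0.19 for H2-Aa, -0.98 for H2-Eb1, -0.0076 for Zbp1, -0.12 for Pgk1, -1.01 for Il1b, -0.23 for Cp, -0.0076 for Flt1 and -0.033 for Ldha. Medians there were 0.27 for MHC class II presentation, 0.00068 for complement, -0.50 for microglial homeostasis, 0.63 for disease-associated microglia, 0.72 for inflammatory cytokines and NF-kB targets, 0.79 for P-ADEM, -0.0021 for reactive astrocyte genes, -0.31 for markers of border-associated macrophages and -0.33 for markers of dendritic cells. In the largest endothelial cluster Plvap was 0.40 and Igfbp3 0.34.

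List members with 1 or more UMIs gave 2.17 for MHC class II presentation and 0.059 for complement in microglia and 1.24 for interferon response in astrocytes. Members with 100 or more gave 1.20 for disease-associated microglia in microglia, and 0.74 for MHC class I presentation, 1.28 for MHC class II presentation and -0.077 for markers of leptomeningeal cells in astrocytes. Members that pass the own-class condition gave 0.44 for MHC class I presentation, 1.09 for interferon response and 0.33 for microglial homeostasis in astrocytes, and 0.033 for microglial homeostasis in endothelial cells.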

Other observations

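T/NK-cell-like cells (53 and 155 cells, cluster c10) differed in which lymphocyte genes they held. Cd3e (1.08) and Cd8a (1.29) of T cells were higher at 24 months, and Klrd1 (-0.88) and the granzyme gene Gzma (-3.59, 153 and 43 UMIs), both known from NK cells, lower. Gm6563 (-1.60) and Hmgb2 (-1.52) were the other lowest, and Spp1 (7.28, 1 and 525 UMIs, interval 4.79 to 12.58), Gzmk (4.33, interval 1.80 to 9.65) and Axl (3.00, interval 1.07 to 6.08) the highest. With cells weighted alike Hmgb2 was at -0.71, and with thinning to 1000 UMIs Gzma was at -3.04. Microglial RNA was present in this class, and P2ry12 had 410 and 633 UMIs there.

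In choroid-plexus-cell-like cells (76 and 58 cells) Ifi27l2a (3.71), Gpx3 (3.43) and Ifitm3 (2.17) were highest and Gm8186 (-1.72), Sh3bgrl (-1.64) and Rnh1 (-1.38) lowest, the last 2 at -0.77 and -0.18 and Ifi27l2a at 3.08 with the 10% mitochondrial limit. The class per cell gave Gm8186 -1.07. Of 6 interferon-response genes 5 were higher (median 1.71), of 15 heat shock genes 7 were lower (-0.62), and of 5 MHC class II genes 3 were lower and 0 higher (median -1.501, at -0.44 with the 10% limit), but the 1 that passes the own-class condition was at 0.40. In leptomeningeal-cell-like cells (97 and 103 cells) H2-Ab1 (2.93, at 1.90 with the 10% limit), H2-Aa (1.99) and Cyr61 (1.92) were highest and Edn3 (-1.85), Igfbp2 (-1.54) and Pam (-1.52) lowest, with 6 of 6 MHC class II genes higher (1.77). The mix of clusters in this class differed, with 37 and 62 cells in c13, 47 and 25 in c16.1 and 13 and 16 in c20. Of 18 leptomeningeal markers 8 were lower and 1 higher. Among the lower ones were Dcn, Slc6a13 and Slc22a6, which are leading genes of c16.1. The ratios of this class need not be differences within a cluster. In pericyte-like cells (62 and 56 cells) Junb (2.496), Lgals1 (1.38) and H2-D1 (1.25) were highest and Aspn (-1.89, at -0.39 with resolution 2), Zbtb20 (-1.23) and Hsp90ab1 (-1.05) lowest. With the class per cell Junb was at 1.46, Lgals1 at 0.57 and Zbtb20 at -0.57. Immediate-early genes gave 1.30 there with 7 of 10 higher, and 0.89 in leptomeningeal-cell-like cells with 12 of 21 higher.

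Among the tests below, those of Ttr synthesis in astrocytes, of interferon genes in 1 astrocyte cluster and of immediate-early genes without the cells richest in them were chosen after the result was seen. Ttr, made by choroid plexus cells, was higher at 24 months in all 3 main classes. In the 24-month library the 12 other choroid plexus markers per Ttr UMI, relative to choroid plexus cells, had a median of 1.19 over these classes, which fits free RNA of choroid plexus cells at that age, but at 3 months astrocyte-like cells were at 1.84 (1.61 to 2.10) and endothelial-cell-like cells at 1.63 (1.21 to 2.15), beyond the 1.5-fold limit of the test. Astrocyte-like cells held 1.28 times (1.24 to 1.32) the Ttr of endothelial-cell-like cells and 0.592 times that of microglia-like cells, which argues against synthesis in astrocytes. A difference with age in the RNA that choroid plexus cells release was not tested.

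MHC class II and interferon genes were higher in astrocyte-like cells at 24 months. MHC class II UMIs per astrocyte-like cell were 1.28 times (1.13 to 1.45) those per endothelial-cell-like cell, which fits free RNA of immune cells, though pericyte-like cells held 0.286 (0.163 to 0.464) against 0.518 per astrocyte-like cell, and choroid-plexus-cell-like cells held fewer at 24 months than at 3 (1.21 and 2.80). For interferon genes, the median of 1.37 without cluster c22 argues against a few cells as the cause. The astrocyte-like level was 0.558 times (0.490 to 0.639) that of pericyte-like cells, which decides nothing because astrocyte-like cells held the fewest such UMIs, and only the later test, with c4 at 2.94 times (2.76 to 3.13) the other astrocyte-like cells against 1.69 times (1.63 to 1.75) for Ttr, argues against free RNA as the whole cause. Age remains untested.

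Immediate-early genes were higher at 24 months in several classes. Rbm3 and Cirbp, known to respond to cold, were higher in all 7 classes, with the lowest log2 ratio of the 5 classes tested at 1.13 in leptomeningeal-cell-like cells (0.61 to 1.69), which fits handling that differed between the libraries. Weighting cells alike kept the median of the list at 1.01 times its value or more in the 3 main classes, which decides nothing about a few cells of ordinary depth. Without the 10% of cells with the largest share of these UMIs in each library, the medians were 0.63 (0.50 to 0.69) in microglia-like, 0.66 (0.44 to 0.83) in astrocyte-like and 0.37 (0.18 to 0.47) in endothelial-cell-like cells, 1.04 times those of all cells or more, which argues against a few cells as the cause there. With 1 library per age, handling and age go together, and age remains untested.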
